A study of Homo sapiens with 25 samples. Its data were reported in "Cytosine methylation changes in enhancer regions of core pro-fibrotic genes characterize kidney fibrosis development" (2013).

How the data were processed

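Total RNA from microdissected human kidney tubules was measured on Affymetrix human U133 arrays, 1 array for each of 25 biological replicates. The authors imported the scanned files into Genespring and summarised each probe set with its RMA16 algorithm, and the deposited values are log2 values that the authors had centred. In all 22277 probe sets the median over the 25 arrays was exactly 0, so each value is a difference from the median array and the level of a transcript is lost. The log base is not stated for the file and is taken as that of RMA, base 2. Values ran from -8.85 to 6.26, none was missing, array medians ran from -0.08 to 0.19, and 0 columns of values lacked a sample. Signal over background was not given, so the number of arrays is the only measure of precision.

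Probe sets were assigned to genes with the platform's own annotation, in which 19070 probe sets had 1 gene, 1043 had several and 2164 had none. Only probe sets with 1 gene were used, and 37 probe sets of sex-linked marker genes were dropped before any step. The value of a gene was the mean over its probe sets, which gave 11935 genes. For the 4302 genes with at least 2 probe sets the median correlation between probe sets of a gene was 0.369, and it was below 0 for 733 genes. No filter on dim probe sets was applied, because the centred values carry no level. The 62 control probe sets, among them 18 hybridisation spikes and 27 poly-A spikes, were used for technical measures alone.

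All 25 arrays formed 1 group, as the labels give no disease status, and no status was inferred from the data. The gene lists, the score, the tests, the rule for named genes and most alternatives were fixed before the data were examined. The 22 gene lists covered fibrillar matrix, basement membrane, TGF-beta pathway, proximal transport, proximal metabolism, fatty acid oxidation, oxidative phosphorylation, loop and distal tubule, collecting duct, podocyte, endothelium, smooth muscle and pericyte, lymphocyte and plasma cell, myeloid, tubular injury, complement and acute phase, immediate early, hypoxia and glycolysis, erythrocyte, adipocyte, proliferation, and genes named by the study. Of the last list, 5 genes also stand in the basement membrane or TGF-beta lists, and no other gene is in more than 1 list. Coverage was lowest for the erythrocyte list, with 7 of 12 genes measured, and the proximal metabolism list, with 21 of 30; the list members not counted as measured were not analysed here. How many genes of the cell type lists the tubule itself also expresses was not analysed here.

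A list score was the mean over members of each gene's z-score over the arrays. The spread of a list was the median SD of its members and its coherence the mean pairwise Pearson r. Each was set against 10000 random lists of the same size. The random lists were not matched on level, because centred values carry none. Relations between scores were tested with Pearson's r and Spearman's rho and a two-sided permutation test with 100000 resamples, whose smallest p is 1e-05, or by exact enumeration for clusters of 7 or 8 arrays. Benjamini-Hochberg adjustment covered the 23 relations with the matrix score, and the random lists gave the range that any list of that size would have. Clusters in a score were sought with mclust 6.1.1 (equal variance, BIC, and a likelihood ratio test with 999 bootstrap samples). The matrix score formed 1 cluster (p = 0.158). This check was planned for the matrix score and extended to the other scores after the data were seen, and 6 list scores fell into separate clusters: proximal transport (1 and 24 arrays, p = 0.008), proximal metabolism (3 and 22, p = 0.012), fatty acid oxidation (5 and 20, p = 0.004), oxidative phosphorylation (2, 8 and 15, p = 0.035), lymphocyte and plasma cell (18 and 7, p = 0.017) and myeloid (18 and 7, p = 0.012). For these, r was computed only within clusters of at least 6 arrays. It was also computed against 8 technical measures and, for the immune scores, against proximal transport. These checks were added after the data were seen. The p of the cluster tests were not adjusted over the scores screened. A cluster holds a narrower range of a score, so a relation absent within clusters is not excluded over all arrays. The first component of the spike probe sets, which held 48.0% of their variance, formed 1 cluster (p = 0.783), so no hybridisation batch was found, and the labels give none.

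Each gene was fitted on the standardised matrix score with limma 3.58.1 in R 4.3.3 (lmFit, eBayes with trend), and a gene was called at a Benjamini-Hochberg adjusted p under 0.05. Members of the matrix list were fitted on the score without themselves. Because the values are centred, the trend in the variance model follows the mean of centred values and not intensity, so the fit without the trend is an alternative. To gauge chance, the score was permuted over the arrays 100 times, and after the counts were seen 100 scores from random lists of 30 genes were fitted in the same way, with 1132 genes called for the full matrix score. Scores, permutations and figures used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

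Named genes were chosen by rule: the 20 genes with the largest SD, the 12 largest positive and the 12 largest negative slopes among called genes outside the matrix list that kept their sign in Spearman's rho, up to 4 members per list (the 2 largest and the 1 smallest correlation with the matrix score in size, and the largest SD), all genes named by the study, and all called members of lists with 5 or fewer. This gave 130 genes, of which 74 were called. Genes whose spread can follow a common deletion or haplotype are given with group summaries only.

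Alternatives were the probe set of largest SD per gene, leaving out probe sets prone to cross-hybridisation (8349 genes), quantile normalization, subtraction of array medians, the first principal component of each list as its score, 3' minus 5' differences or the spike component as covariates, Spearman's rho, limma without trend or with robust eBayes, leaving out the 2 arrays farthest in matrix score, leaving out each array in turn, the smooth muscle or the lymphocyte score as covariate, and the matrix list with only or without its 10 collagens. Settings without the 4 arrays of widest spread, without the array of lowest proximal transport score, and with array spread or principal component 1 of all genes as covariates were added after the data were seen. In the lists of alternatives 2000 random lists were used, and 20000 permutations when 1 array was left out. Probe sets called prone to cross-hybridisation are those with names ending in _x_at or _s_at. Whether they cross-hybridise was not tested. Without them 18 of the 30 fibrillar matrix genes were left, so the matrix score rested on fewer genes there.

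The gene fit was tested on simulated data with 200 changed genes of 11935: it recovered 5% of genes with an effect of 0.5 SD and 85% of genes with an effect of 1 SD, and 5.26% of its calls were false. The permutation test was tested on simulated data with 400 pairs of 25 arrays. It called 4.5% of pairs at a true r of 0, 74.0% at 0.5, 97.7% at 0.7 and 100% at 0.85. In the real arrays principal component 1 of all genes held 35.1% of the variance. Whether the rates of the gene fit hold there was not tested.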

Results

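The series holds 25 gene expression arrays of microdissected human kidney tubules, each hybridised with total RNA from a different biological replicate. The labels place all 25 arrays in 1 group and name no array as diseased or healthy, so diseased tubules were not compared with healthy ones. What could be asked instead was which gene groups varied from kidney to kidney, and which genes moved with the expression of fibrillar matrix genes, since the study asks about fibrosis of the tubule compartment. After probe sets were reduced to genes, 11935 genes were measured on every array. Each deposited value gives the distance of an array from the median array on the log2 scale, so spreads and slopes are given and levels are not. The number of arrays limits the precision.

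Genes of the proximal tubule, the segment that reclaims most of the filtrate, differed widely from kidney to kidney. The 21 measured members of the proximal metabolism list, which holds enzymes of gluconeogenesis and amino acid handling, had a median SD of 1.40 over the 25 arrays. Members of the proximal transport list, 26 carriers and brush border proteins, had a median SD of 1.15. Genes known to rise in injured tubule cells had a median SD of 0.97 over 23 members. Proximal metabolism had the widest spread in every setting run, while the order of the next 2 lists turned with the probe set of largest SD per gene (transport 1.36, injury 1.39), after quantile normalization (0.90 and 0.92) and without replicate 24. Immediate early genes, which respond within minutes to handling or stress, had a median SD of 0.86 over 22 members. Random lists of the same size had a median SD of 0.43.

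Among single genes, LTF, which encodes the iron-binding protein lactotransferrin, had the largest SD at 2.29, with values from -4.31 to 3.67. HPD, an enzyme of tyrosine breakdown, had an SD of 2.24. JCHAIN, the joining chain of plasma cell antibodies, had an SD of 2.05. LYZ, the lysozyme of myeloid cells, had values from -3.54 to 2.93. CYP27B1, the proximal tubule enzyme that activates vitamin D, had an SD of 1.89. MMP7, a matrix protease of injured epithelium, had an SD of 1.88. Among the 20 genes with the largest SD were also the plasma antioxidant enzyme gene GPX3 at 1.94, the deiodinase gene DIO1 at 1.87, the immediate early genes FOS at 1.87 and FOSB at 1.73, and the endocytic receptor gene CUBN at 1.80. The glutathione transferase gene GSTT1, which is absent from some genomes, had an SD of 1.84.

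Of the 22 lists, 15 had a median SD above the 95th percentile of random lists. Thick ascending limb and distal tubule genes had a median SD of 0.83, complement and acute phase genes 0.83, fatty acid oxidation genes 0.81, fibrillar matrix genes 0.79, myeloid genes 0.76, lymphocyte and plasma cell genes 0.68, oxidative phosphorylation genes 0.68, collecting duct genes 0.64, podocyte genes 0.63, hypoxia and glycolysis genes 0.62, and smooth muscle and pericyte genes 0.57. The 7 lists below that percentile were basement membrane at 0.52, genes named by the study at 0.47, endothelium at 0.45, adipocyte at 0.45, TGF-beta pathway at 0.43, proliferation at 0.41 and erythrocyte at 0.40. Without probe sets prone to cross-hybridisation, 3 of the 15 lists no longer passed: the 18 fibrillar matrix genes left had a median SD of 0.43 (percentile 50.1), the 10 smooth muscle and pericyte genes 0.36 (percentile 11.3) and the 14 hypoxia and glycolysis genes 0.42 (percentile 45.8). Smooth muscle and pericyte genes also did not pass with the probe set of largest SD (percentile 86.5) or without replicate 8 (SD 0.43, percentile 51.4) or 16 (percentile 94.5), nor hypoxia and glycolysis genes after quantile normalization (SD 0.47, percentile 79.9) or without replicate 12 (percentile 89.8). This ranking is a description across genes, and genes are not independent replicates. The random lists were not matched on level, so the part that level plays in a wide or narrow spread was not tested.

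**Figure D1:**
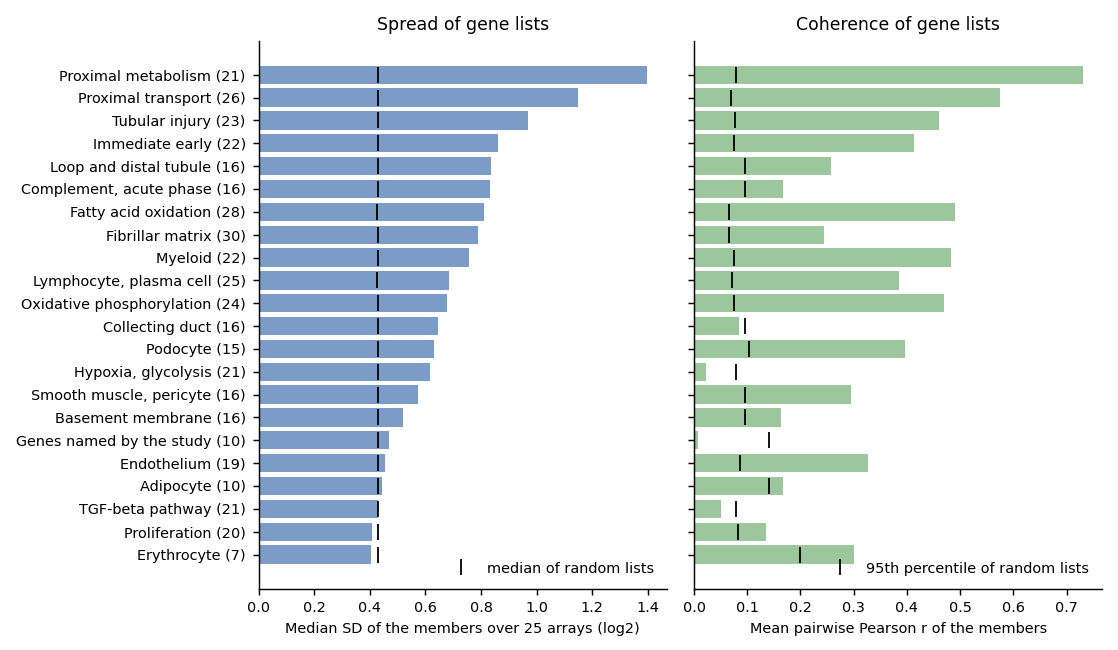
Left, bars give the median SD of the members of each gene list over 25 arrays (log2), with the number of members in brackets and a tick at the median of random lists; right, bars give the mean pairwise Pearson r of the members, with a tick at the 95th percentile of random lists. Proximal metabolism had the widest spread (1.40) and the highest mean pairwise r (0.731).

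Members of 18 lists also varied together more than random lists did, which again were not matched on level. Proximal metabolism genes had the highest mean pairwise correlation, with r 0.731, and proximal transport genes had r 0.575. Fatty acid oxidation genes (r 0.491), myeloid genes (r 0.483), oxidative phosphorylation genes (r 0.469) and tubular injury genes (r 0.461) came next. Podocyte genes, whose cells belong to the glomerulus, had a mean r of 0.396, and endothelial genes had a mean r of 0.327. The fibrillar matrix list had a mean r of 0.245. Collecting duct genes (r 0.0837, percentile 93.4), TGF-beta pathway genes (r 0.0499, percentile 87.5), hypoxia and glycolysis genes (r 0.0218, percentile 69.6) and the genes named by the study (r 0.00783, percentile 57.3) did not pass the 95th percentile of random lists. The mean r of the remaining lists was 0.414 for immediate early genes, 0.385 for lymphocyte and plasma cell genes, 0.30 for erythrocyte genes, 0.296 for smooth muscle and pericyte genes, 0.257 for loop and distal tubule genes, 0.168 for complement genes, 0.167 for adipocyte genes, 0.163 for basement membrane genes and 0.136 for proliferation genes. Without probe sets prone to cross-hybridisation the basement membrane (r 0.0835, percentile 84.5), complement (r 0.0706, percentile 81.0), adipocyte (percentile 93.1) and proliferation (percentile 94.5) lists did not pass.

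Kidneys with higher fibrillar matrix expression also had higher tubular injury, complement, TGF-beta pathway and basement membrane expression. The tubular injury score, built from genes such as MMP7, SLPI and KRT7, had r 0.808 with the matrix score (permutation p = 1e-05, the smallest the permutations could give; adjusted p = 0.00023; rho 0.835, p = 1e-05). For the complement and acute phase score r was 0.749 (p = 2e-05, adjusted p = 0.00023; rho 0.775, p = 2e-05). For the TGF-beta pathway score, built from ligands, receptors, SMAD proteins and known targets, r was 0.722 (p = 6e-05, adjusted p = 0.00046; rho 0.761, p = 1e-05). The basement membrane score had r 0.659 (p = 0.00038, adjusted p = 0.00146; rho 0.705, p = 0.00012). Without the 2 arrays farthest from the median matrix score, r was 0.820, 0.762, 0.664 and 0.592 in the same order. Each of these 4 correlations lay above the central 95% of random lists of the same size.

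Myeloid scores fell into separate clusters of 18 and 7 arrays, so no correlation was pooled over them. For correlations within a cluster, the 2 farthest arrays were taken among the arrays of that cluster. Among the 18 arrays with lower myeloid scores, r with the matrix score was 0.782 (permutation p = 0.00021, adjusted p = 0.000966; rho 0.662, p = 0.00334), and 0.674 without the 2 farthest arrays. Among the 7 arrays with higher scores, r was 0.151 (exact permutation p = 0.780, adjusted p = 0.855; rho 0.214, p = 0.662); the difference between the clusters was not tested. Lymphocyte and plasma cell scores also fell into clusters of 18 and 7 arrays, where r was 0.425 (permutation p = 0.0764, adjusted p = 0.139; rho 0.346, p = 0.159) and 0.223 (exact permutation p = 0.629, adjusted p = 0.723; rho 0.679, p = 0.110). The proliferation score, made of cell cycle genes, had r 0.515 over the 25 arrays (p = 0.00835, adjusted p = 0.0240; rho 0.502, p = 0.0107). This last relation lay within the range of random lists (percentile 97.4) and ended without the 2 farthest arrays (r 0.440, adjusted p = 0.0814). With each list summarised by its first principal component, r was -0.650. In that setting 7 of the 20 proliferation genes rose and 1 fell, so the called members did not reverse as a set. The relation of the proliferation score thus reversed in this setting, and the cause was not tested.

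Proximal tubule expression was lower where matrix expression was higher. Of the 25 arrays, 3 formed a separate low cluster in the proximal metabolism score, and among the other 22 arrays r with the matrix score was -0.736 (permutation p = 0.00013, adjusted p = 0.000747; rho -0.606, p = 0.00323; r -0.556 without the 2 farthest arrays). For proximal transport, 1 array, replicate 24, stood apart with a score of -2.56, and among the other 24 arrays r was -0.583 (p = 0.00268, adjusted p = 0.00881; rho -0.448, p = 0.0291, adjusted p = 0.0669, so it did not pass by rho). With the probe set of largest SD per gene r was -0.352 (adjusted p = 0.231), and with list components -0.354 (0.187). Without the 2 of these 24 arrays farthest in matrix score this r was -0.479 (adjusted p = 0.0636), so the relation rested in part on that pair. Leaving out 1 array at a time gave r -0.629 to -0.507. The loop and distal tubule score had r -0.507 over all 25 arrays (p = 0.0105, adjusted p = 0.0269; rho -0.463, p = 0.0212, adjusted p = 0.0542; r -0.580 without the 2 farthest arrays), so it did not pass by rho. Its r was -0.314 with the probe set of largest SD (adjusted p = 0.285) and -0.101 with list components (0.784). The value over 25 arrays lay inside the range of random lists (percentile 5.83), and without replicate 8, 11 or 22 the adjusted p was 0.0703, 0.0519 or 0.0705. With the lymphocyte and plasma cell score as a covariate, the adjusted p was 0.0647 for proximal metabolism (r -0.487), 0.257 for proximal transport (r -0.334) and 0.393 for loop and distal tubule (r -0.246).

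Scores of other metabolic programmes and cell types had no relation with the matrix score that passed by r in the chosen setting. Lists with separate clusters were tested within clusters only, which does not exclude a relation over all arrays. Over all relations that were not called, 22 of 227 values under other settings newly passed. With 1 array left out, 2 of 350 did. Fatty acid oxidation had r -0.307 among 20 arrays (permutation p = 0.190, rho -0.355), and oxidative phosphorylation had r -0.310 among the 8 arrays of its middle cluster (exact permutation p = 0.439, rho -0.190) and -0.278 among the 15 of its upper cluster (permutation p = 0.316, rho -0.307). Over the 25 arrays r was -0.411 for hypoxia and glycolysis (p = 0.0414, adjusted p = 0.0953, rho -0.479), -0.363 for adipocyte genes (p = 0.0754, rho -0.295), -0.318 for collecting duct (p = 0.122, rho -0.278) and -0.0387 for erythrocyte genes (p = 0.856, rho -0.0623). It was -0.00755 for podocytes (p = 0.972, rho -0.0123), 0.155 for immediate early genes (p = 0.461, rho 0.148), 0.278 for endothelium (p = 0.178, rho 0.259) and 0.358 for smooth muscle and pericytes (p = 0.0785, rho 0.254). For the relations that did not pass, lymphocyte and plasma cell scores included, the adjusted p of r ran from 0.0953 to 0.972, the permutation p of rho from 0.0163 to 0.954, and r without the 2 farthest arrays from -0.434 to 0.381, where enough arrays were left. By rho, hypoxia and glycolysis passed (rho p = 0.0163, adjusted p = 0.0467). In all, 23 relations of 20 lists were tested together; 9 passed after Benjamini-Hochberg adjustment, 6 of them positive and 3 negative, and 7 of the 9 also lay outside the central 95% of random lists.

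**Figure D2:**
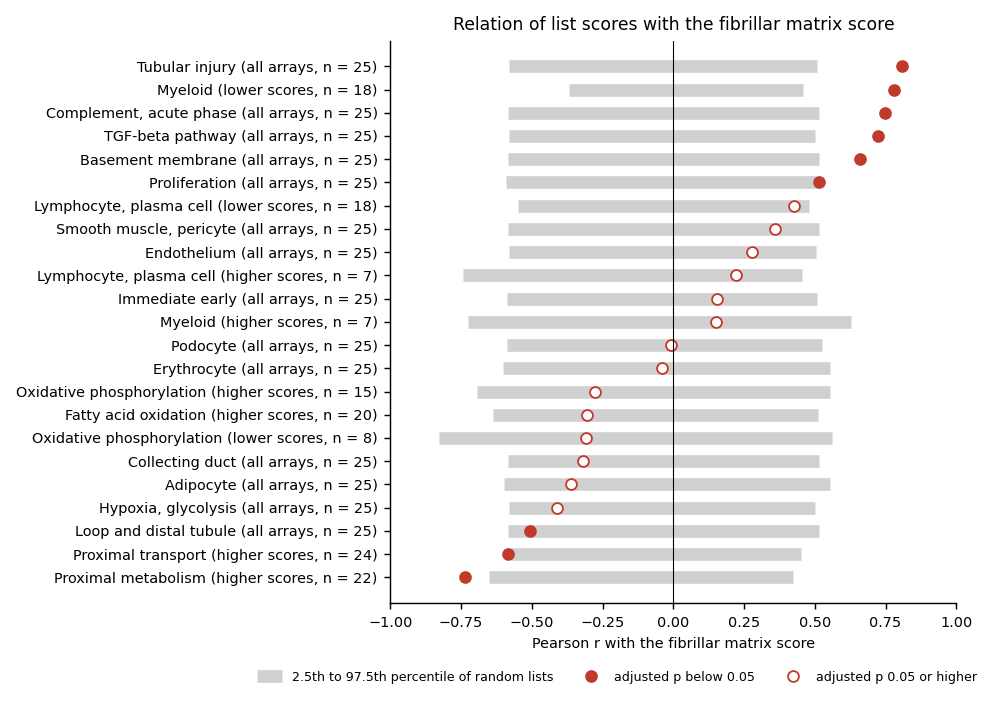
Points give the Pearson r of each list score with the fibrillar matrix score over the arrays named at the left; filled points had an adjusted p below 0.05 and grey bars span the central 95% of random lists of the same size. Values ran from -0.736 for proximal metabolism (22 arrays) to 0.808 for tubular injury (25 arrays).

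**Figure D3:**
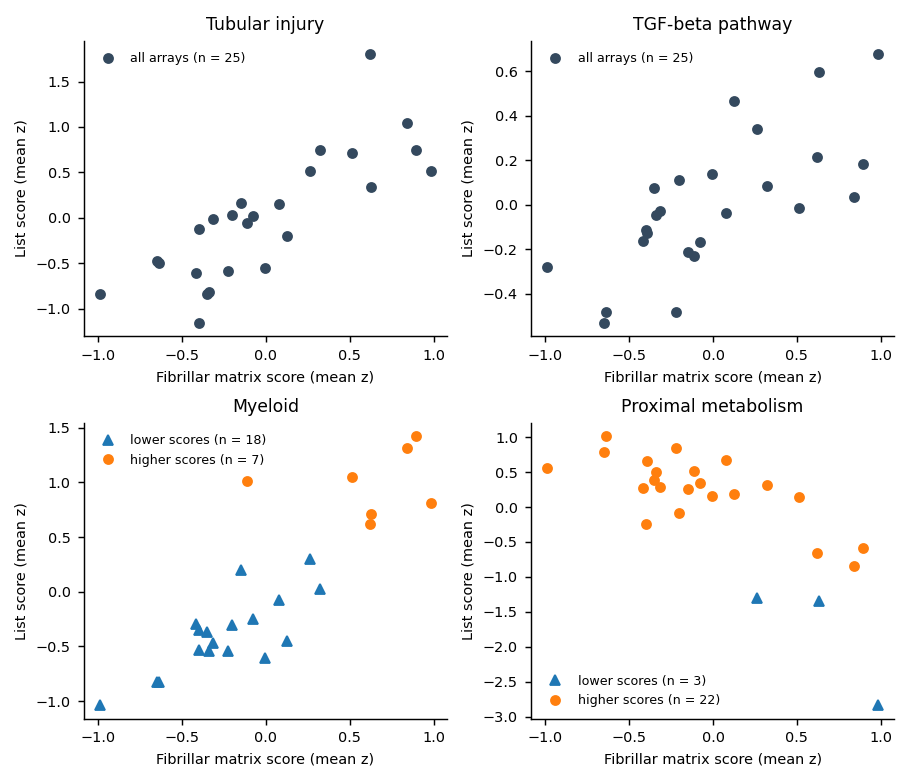
Each point is 1 array, with the fibrillar matrix score on the x axis and the tubular injury, TGF-beta pathway, myeloid or proximal metabolism score on the y axis (all as mean z-scores); symbols separate the clusters of a score. Tubular injury (r 0.808) and TGF-beta pathway (r 0.722) rose with the matrix score over the 25 arrays, myeloid rose among the lower 18 arrays (r 0.782), and proximal metabolism fell among the upper 22 (r -0.736).

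Gene by gene, 1130 of 11935 genes were associated with the matrix score, 697 rising and 433 falling as it rose. The steepest rises, as log2 change per SD of the score ± SE (n = 25 arrays, limma), were those of LYZ (1.51 ± 0.25, adjusted p = 0.000215), the matrix protease gene MMP7 (1.49 ± 0.23, adjusted p = 0.000108) and JCHAIN (1.46 ± 0.28, adjusted p = 0.000906). LTF, NNMT, which encodes a nicotinamide methyltransferase, and ANXA1, which encodes the anti-inflammatory annexin A1, rose by 1.36 ± 0.37, 1.31 ± 0.17 and 1.28 ± 0.19. AGR2, PROM1, SLPI, TFPI2, LY96 and EVI2A rose by 1.17 to 1.25 per SD. The steepest falls were those of HPD (-1.49 ± 0.38, adjusted p = 0.0114), CYP27B1 (-1.29 ± 0.27, adjusted p = 0.00212), the pyrimidine breakdown enzyme gene UPB1 (-1.21 ± 0.24, adjusted p = 0.00128) and the glucose-6-phosphatase gene G6PC1 (-1.21 ± 0.25, adjusted p = 0.00196). AZGP1, APOH, HAO2, XPNPEP2, DCXR, PLG, BHMT and PIPOX had slopes of -1.16 to -1.02. At an unadjusted p under 0.05 there were 2884 genes. A count of this size was not particular to the matrix list: of 100 scores made from random lists of 30 genes, 59 called at least as many genes, with a median of 2522.5.

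**Figure D4:**
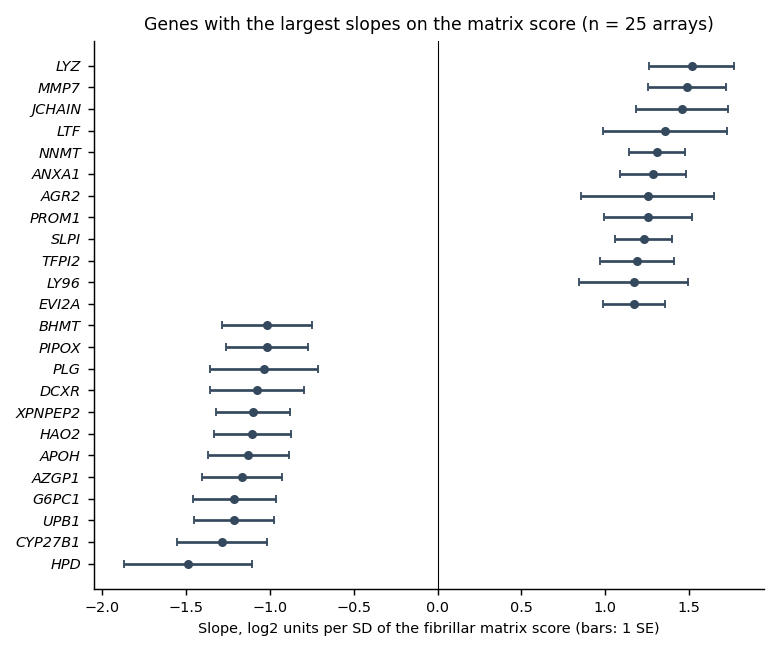
Points give gene slopes on the fibrillar matrix score (log2 units per SD of the score, n = 25 arrays), with bars of 1 SE. Shown are the 12 largest positive and 12 largest negative slopes among called genes outside the matrix list that kept their sign in Spearman's rho. The slopes ran from -1.49 for HPD to 1.51 for LYZ.

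Of the 30 fibrillar matrix genes, each fitted on the score without itself, 18 rose, 1 fell and 11 did not pass; adjusted over the list alone, 21 rose and 1 fell. COL1A2, a chain of type I collagen, rose by 1.01 ± 0.10 per SD (adjusted p = 2.03e-06), COL6A3 by 1.03 ± 0.13 (adjusted p = 2e-05) and the matricellular protein gene THBS2 by 1.07 ± 0.19 (adjusted p = 0.000603). THY1, a cell surface protein used as a fibroblast marker, was the member that fell (-0.80 ± 0.16, adjusted p = 0.00186). Without the 2 arrays farthest in matrix score 12 of the 30 rose and none fell, THY1 then having a slope of -0.49 (adjusted p = 0.0605), and without probe sets prone to cross-hybridisation 6 of 18 rose and none fell. COL1A1, the other chain of type I collagen, had a slope of -0.01 ± 0.05 (adjusted p = 0.880) and an SD of 0.24. Basement membrane genes rose in 2 of 16 cases, and in 4 adjusted over the list alone; the 2 were the type IV collagen gene COL4A1 (0.68 ± 0.15, adjusted p = 0.00318) and the laminin gene LAMC1 (0.27 ± 0.07, adjusted p = 0.0187). Without replicate 24, 1 of the 16 rose, and 7 rose with list components or with the smooth muscle score as a covariate. None of 11 rose without probe sets prone to cross-hybridisation.

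TGF-beta pathway genes rose in 5 of 21 cases, none fell, and 8 rose adjusted over the list alone. The 5 were the transcriptional regulator TGIF1 (0.60 ± 0.13), the secreted target TGFBI (0.60 ± 0.13), the latent binding protein LTBP1 (0.31 ± 0.08), the receptor TGFBR2 (0.29 ± 0.09) and the activin subunit INHBA (0.22 ± 0.06), with adjusted p from 0.00233 to 0.0422. CCN2, a profibrotic target, had a slope of 0.54 ± 0.20 (adjusted p = 0.0821). Without replicate 24, 3 of the 21 members rose, and with list components 9 rose and 3 fell. Without probe sets prone to cross-hybridisation none of the 19 members left passed, so every call of this list was lost.

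Tubular injury genes rose in 16 of 23 cases and none fell; adjusted over the list alone, 18 rose. Only 3 of 14 rose without probe sets prone to cross-hybridisation. Besides MMP7, these included the protease inhibitor gene SLPI (1.23 ± 0.17, adjusted p = 3.25e-05), the progenitor marker PROM1 (1.25 ± 0.26, adjusted p = 0.0023) and the hyaluronan receptor CD44 (0.33 ± 0.04, adjusted p = 3.01e-05). SPP1, which encodes osteopontin, had a slope of 0.12 ± 0.17 (adjusted p = 0.676). The injury score also had r -0.563 with the mean of the poly-A spike probe sets (p = 0.00377, adjusted p = 0.0452; rho -0.558, p = 0.00484; r -0.626 without the 2 farthest arrays). Complement and acute phase genes rose in 8 of 16 cases and none fell; adjusted over the list alone, 9 rose. Among them were C1S (0.95 ± 0.13, adjusted p = 3.01e-05), the protease inhibitor A2M (0.79 ± 0.13, adjusted p = 0.000215) and C3, the central complement component (1.06 ± 0.23, adjusted p = 0.00318). Without replicate 24, 5 of the 16 rose, and without probe sets prone to cross-hybridisation 1 of 12.

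Immune cell genes rose with the matrix score in most cases over the 25 arrays. These slopes span the separate clusters of the lymphocyte and plasma cell score and of the myeloid score; within clusters, of the 4 correlations given above, only that of the lower myeloid cluster passed. Of 25 lymphocyte and plasma cell genes 17 rose and none fell, 18 adjusted over the list alone, among them the T cell receptor subunit CD3D (0.64 ± 0.10, adjusted p = 8.91e-05) and the chemokine receptor CXCR4 (0.62 ± 0.10, adjusted p = 0.000143). CD3E, another subunit of the T cell receptor complex, had a slope of 0.00 ± 0.08 (adjusted p = 0.993). Of 22 myeloid genes 15 rose and none fell, 19 adjusted over the list alone, including the macrophage receptor CD163 (0.67 ± 0.09, adjusted p = 3.51e-05) and the signalling adaptor TYROBP (0.62 ± 0.10, adjusted p = 0.000127). S100A9, a neutrophil and monocyte protein, had a slope of 0.04 ± 0.07 (adjusted p = 0.725). Without the 2 arrays farthest in matrix score, 9 of the 25 lymphocyte and plasma cell genes rose. In this list 10 of 20 rose without probe sets prone to cross-hybridisation, and 6 of 16 did in the myeloid list.

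Proximal metabolism genes fell in 18 of 21 cases and none rose; adjusted over the list alone, 20 fell. Besides HPD, UPB1 and G6PC1 these included CYP27A1, a mitochondrial sterol hydroxylase (-0.42 ± 0.08, adjusted p = 0.000706). FOLR1, the folate receptor, had a slope of -0.40 ± 0.19 (adjusted p = 0.186). Proximal transport genes fell in 9 of 26 cases and none rose; adjusted over the list alone, 21 fell. SLC34A1, the sodium phosphate carrier of the brush border, had a slope of -0.87 ± 0.16 (adjusted p = 0.000739), and SLC22A13, an organic anion carrier, had a slope of -0.42 ± 0.09 (adjusted p = 0.00238). CUBN had a slope of -1.08 ± 0.45 (adjusted p = 0.133), and an adjusted p of 0.0122 without the trend in the variance model. Its r with the matrix score was -0.604 (unadjusted permutation p = 0.00128). With the lymphocyte and plasma cell score as a covariate, 1 proximal metabolism gene and 3 proximal transport genes fell. Without replicate 24, 16 and 5 fell.

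Fatty acid oxidation genes fell in 5 of 28 cases and none rose, with 10 falling adjusted over the list alone. The 5 were the peroxisomal enzymes ACOX2 (-0.71 ± 0.18, adjusted p = 0.0093) and ACAA1 (-0.57 ± 0.15), the electron carrier ETFB (-0.57 ± 0.17), the carnitine transferase CRAT (-0.40 ± 0.09, adjusted p = 0.00603) and the dehydrogenase ACADS (-0.29 ± 0.10). Leaving out 1 array at a time gave 3 (without replicate 24) to 11 falling genes. Without the 2 arrays farthest in matrix score none of the 28 passed, and with principal component 1 of all genes as a covariate 19 fell. Of 24 oxidative phosphorylation genes 1 fell, also adjusted over the list alone: COX8A, a subunit of complex IV (-0.33 ± 0.09, adjusted p = 0.0232). With component 1 as a covariate 8 fell, and none fell without the 2 farthest arrays (COX8A adjusted p = 0.0844) or after quantile normalization (0.0756).

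Loop and distal tubule genes fell in 5 of 16 cases and none rose, also 5 adjusted over the list alone. These were KNG1, which encodes kininogen (-0.68 ± 0.19, adjusted p = 0.0169), PVALB, the calcium-binding parvalbumin of the distal tubule (-0.53 ± 0.15), the kallikrein KLK1 (-0.53 ± 0.16), the sodium pump subunit FXYD2 (-0.37 ± 0.12) and the thiazide-sensitive carrier SLC12A3 (-0.33 ± 0.10). EGF, the growth factor made in the distal tubule, had a slope of -0.89 ± 0.54 (adjusted p = 0.309, and 0.0290 without the trend in the variance model). Its r with the matrix score was -0.553 (unadjusted permutation p = 0.00361). With the median of each array subtracted 2 of the 16 fell, leaving out 1 array at a time gave 1 to 5, and without the 2 farthest arrays none passed. In the collecting duct list of 16, RHCG, an ammonia carrier of intercalated cells, fell (-0.48 ± 0.15) and KIT, a receptor of intercalated and mast cells, rose (0.43 ± 0.13), each with adjusted p = 0.0388; adjusted over the list alone, 1 rose and 2 fell. Without replicate 24 neither passed.

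Among vessel and glomerulus genes few passed. PECAM1 (0.42 ± 0.09, adjusted p = 0.00168) and VWF (0.43 ± 0.12, adjusted p = 0.0228), an adhesion protein and a clotting factor of endothelium, were the 2 of 19 endothelial genes that rose, also 2 adjusted over the list alone; without replicate 24, 1 rose. Neither passed without the 2 farthest arrays (PECAM1 adjusted p = 0.0731, VWF 0.121) or with the lymphocyte and plasma cell score as a covariate (0.0590 and 0.0638). MCAM (0.47 ± 0.11, adjusted p = 0.00397) and the calcium pump regulator PLN (0.55 ± 0.16, adjusted p = 0.0305) were the 2 of 16 smooth muscle and pericyte genes that rose, with 3 adjusted over the list alone; without replicate 24, 1 rose. TAGLN, an actin-binding protein of smooth muscle, had a slope of 0.60 ± 0.23 (adjusted p = 0.0919). None of 15 podocyte genes and none of 7 erythrocyte genes passed in the limma test, 0 in each list also adjusted over the list alone; at an unadjusted p under 0.05 there were 2 podocyte genes and 0 erythrocyte genes. Their largest slope in size among the named members was 0.37 ± 0.14 for TCF21, a podocyte transcription factor, and -0.11 ± 0.08 for AHSP, a haemoglobin chaperone.

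Of 22 immediate early genes 3 rose, 3 also adjusted over the list alone: the transcription factors MYC (0.92 ± 0.15, adjusted p = 0.000164) and KLF4 (0.43 ± 0.13) and the matricellular gene CCN1 (0.54 ± 0.17). Without replicate 24, 1 rose. FOS had a slope of 0.38 ± 0.35 (adjusted p = 0.510). In the hypoxia and glycolysis list of 21, the glycolytic enzyme TPI1 (-0.33 ± 0.07, adjusted p = 0.00483), the vascular growth factor VEGFA (-0.19 ± 0.05) and the collagen hydroxylase P4HA2 (-0.51 ± 0.15) fell and none rose; adjusted over the list alone, 2 rose and 5 fell. With the probe set of largest SD per gene 2 rose and none fell, and without replicate 24, 1 fell. TPI1 had a slope of 0.06 without probe sets prone to cross-hybridisation. In the adipocyte list of 10, the glycerol phosphate dehydrogenase GPD1 (-0.73 ± 0.15, adjusted p = 0.00165) and the lipase LPL (-0.56 ± 0.18) fell, while CFD, which is also complement factor D, rose (0.55 ± 0.15); the counts were unchanged adjusted over the list alone, and without replicate 24 none rose. Of 20 proliferation genes 2 rose, the replication helicase subunit MCM6 (0.40 ± 0.08, adjusted p = 0.0024) and the cyclin CCNA2 (0.19 ± 0.06), and 8 rose adjusted over the list alone; without the 2 farthest arrays none passed.

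The list of genes named by the study was chosen by the study on these samples, so its counts are not independent evidence. Of its 10 measured members 1 rose, COL4A1, and none fell, with the same count adjusted over the list alone. With the probe set of largest SD per gene 3 rose, and 2 rose after quantile normalization, without the 4 widest arrays or with component 1 or the spike component as a covariate. Without probe sets prone to cross-hybridisation none passed, and COL4A1 had a slope of 0.30 (adjusted p = 0.427). COL4A2, the partner chain of COL4A1, had a slope of 0.28 ± 0.14 (adjusted p = 0.198). The TGF-beta receptor TGFBR3 (-0.17 ± 0.16, adjusted p = 0.513) and the signal transducers SMAD3 (-0.07 ± 0.05, adjusted p = 0.428) and SMAD6 (0.02 ± 0.06, adjusted p = 0.856) did not pass. The transcription factor RUNX3 had a slope of 0.20 ± 0.07 (adjusted p = 0.0815), and the retinoic acid receptor RARB had a slope of 0.01 ± 0.05 (adjusted p = 0.935). EZR, DPT and DSCAM had slopes of -0.09 each (adjusted p = 0.596, 0.346 and 0.623). RUNX1 was not analysed here.

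Among single arrays left out, replicate 24 moved the count of falling genes most: without it 255 genes fell and 544 rose, and 759 of the 1130 genes remained. Leaving out any other array gave 301 (without replicate 13) to 515 (without replicate 10) falling genes. Without the 2 arrays farthest in matrix score (replicates 13 and 24), 453 genes passed (329 rising, 124 falling), of which 438 were among the 1130. With the lymphocyte and plasma cell score as a covariate 1714 genes passed, and 486 of the 1130 remained.

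Counts within the lists depended on the setting. Over the 15 settings other than leaving out 1 array at a time, rising genes numbered 6 to 21 for fibrillar matrix, 3 to 18 for tubular injury, 9 to 18 for lymphocyte and plasma cell (the fit with its own score as a covariate left aside, since that removes the mean of the list), 6 to 17 for myeloid, 1 to 9 for complement, 0 to 9 for TGF-beta pathway and 0 to 7 for basement membrane. Falling genes numbered 1 to 20 for proximal metabolism, 3 to 19 for proximal transport, 0 to 19 for fatty acid oxidation 0 to 8 for oxidative phosphorylation, 0 to 6 for loop and distal tubule and 0 to 5 for hypoxia and glycolysis. Rising genes of the other lists numbered 0 to 7 for proliferation, 0 to 5 for smooth muscle and pericytes, 0 to 4 for immediate early genes, and 0 to 3 for endothelium, podocytes and the genes named by the study. Leaving out 1 array at a time gave 5 to 14 falling proximal transport genes, and 1 to 4 rising genes for each of basement membrane, smooth muscle and pericyte, immediate early and proliferation. Without probe sets prone to cross-hybridisation rising genes were at the low end of these ranges in 9 of these lists with called members: 6 of 18 for fibrillar matrix, 6 of 16 for myeloid, 3 of 14 for tubular injury, 1 of 12 for complement, 0 of 19 for TGF-beta pathway, 0 of 11 for basement membrane, 0 of 13 for immediate early genes, 0 of 10 for smooth muscle and pericytes and 0 of 8 for the genes named by the study. In the collecting duct and adipocyte lists, with 1 rising member each and 0 to 2 over the settings, none of 13 and none of 7 rose there. These are lower shares of the measured members than in the chosen fit, but the members left out may be those that were called. For the TGF-beta pathway, where 5 of 21 had risen, 19 members were left, so lost members alone do not account for that fall. In the other lists the part played by lost members was not tested, and neither was the cause in any list. Falling genes were more numerous in that setting for fatty acid oxidation (10 of 22, against 5 of 28). The same held for oxidative phosphorylation (6 of 17, against 1 of 24) and proximal transport (10 of 20, against 9 of 26). They were fewer for proximal metabolism (10 of 13, against 18 of 21) and loop and distal tubule (2 of 11, against 5 of 16). The fits of the proximal, fatty acid oxidation and oxidative phosphorylation genes span the separate clusters of their list scores.

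Gene expression over all arrays varied most along a component that tracked control RNA. Principal component 1 held 35.1% of the variance, component 2 held 17.7% and component 3 held 8.38%. Component 1 had r -0.899 with the mean of the 27 poly-A spike probe sets, control RNAs added before labelling (p = 1e-05, adjusted p = 0.00084 over 168 technical relations; rho -0.891, p = 1e-05; r -0.835 without the 2 farthest arrays). Adipocyte genes moved with the same component (r -0.896, p = 1e-05, adjusted p = 0.000126 over 63 relations; rho -0.924, p = 1e-05; r -0.903 without the 2 farthest arrays), as did erythrocyte genes (r -0.651, p = 0.00043, adjusted p = 0.00246; rho -0.608, p = 0.00151; r -0.549) and tubular injury genes (r 0.593, p = 0.00195, adjusted p = 0.0102; rho 0.599, p = 0.00206; r 0.678). The matrix score had r 0.0303 with the mean 3' minus 5' difference of GAPDH and ACTB, a measure of RNA integrity (p = 0.885, adjusted p = 0.981; rho 0.104, p = 0.622; r 0.259 without the 2 farthest arrays). With the first component of the spike probe sets it had r -0.368 (p = 0.0711, adjusted p = 0.314; rho -0.383, p = 0.0612; r -0.459 without the 2 farthest arrays). Endothelial genes had r -0.635 with the 3' minus 5' difference of ACTB (p = 0.00059, adjusted p = 0.0110; rho -0.636, p = 0.00072; r -0.666 without the 2 farthest arrays). The 6 scores with separate clusters were set against 8 technical measures, component 1 included, within clusters, and 1 of the 72 relations passed: among 24 arrays the proximal transport score had r -0.696 with the SD of an array over its probe sets (p = 0.00024, adjusted p = 0.0173; rho -0.636, p = 0.00104; r -0.526 without the 2 farthest arrays).

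**Figure D5:**
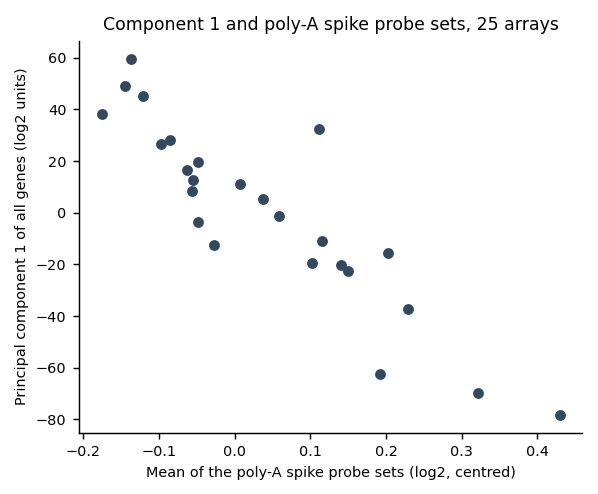
Each point is 1 of 25 arrays, with the mean of the poly-A spike probe sets on the x axis (log2, centred) and principal component 1 of all genes on the y axis (log2 units). Component 1 fell as the spike mean rose, with r -0.899.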

Values the study reported

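The study reported that 26 tubule samples entered its discovery phase. The study reported 4751 regions whose methylation differed between control and diseased tubules, and placed 1535 genes near them. The study reported that 1092 of these genes were on the expression arrays, and that 415 of them, about 40%, differed in expression in diseased tubules.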

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

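The settings without the 4 widest arrays, without the array of lowest proximal transport score, and with array spread or component 1 as covariates were chosen after the data were seen; the others were planned. No paired analysis was possible because the labels give 1 group. The filters on dim probe sets were not run as alternatives: no filter was already in use, and a level filter cannot be applied to centred values. Correlations within hybridisation batches were not run, as no batch was found. The counts of lists with wide spread (15) and with coherence (18) stayed within 1.5 times in every setting run, but the lists counted changed. Without cross-hybridising probe sets fibrillar matrix, smooth muscle and hypoxia lost wide spread (percentiles 50.1, 11.3 and 45.8), and basement membrane, complement, adipocyte and proliferation lost coherence (84.5, 81.0, 93.1 and 94.5). Basement membrane passed for spread there (97.7), with the probe set of largest SD (96.3) and without the 4 widest arrays (97.6). Collecting duct passed for coherence after quantile normalization (98.4), with medians subtracted (96.0), without the 4 widest arrays (97.2) and without replicate 11 (96.0), where adipocyte did not (94.7), and TGF-beta passed after quantile normalization (95.5). The cause was not tested. Of 153 values of the 9 called relations under other settings, 135 kept their direction and side of the threshold and 17 no longer passed. The other 1, proliferation with list components, reversed. Leaving out 1 array at a time, 221 of 225 kept their direction and side of the threshold. Tubular injury, complement, TGF-beta, basement membrane and myeloid (18 arrays) passed in each setting run. Of 227 values of the relations that were not called, 181 were unchanged in this sense, 22 newly passed and 24 moved. With 1 array left out, 2 of 350 newly passed and 16 moved. Of 1912 values of named genes under other settings, 1528 were unchanged in this sense, 186 no longer passed, 57 newly passed, 138 moved and 3 reversed.

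For proximal transport r was -0.352 with the probe set of largest SD (adjusted p = 0.231), -0.450 with array medians subtracted (0.0693), -0.354 with list components (0.187), -0.448 as rho (0.0669), -0.479 without the 2 farthest arrays (0.0636) and -0.334 with the lymphocyte covariate (0.257), where proximal metabolism had -0.487 (0.0647). For loop and distal tubule r was -0.314 with the probe set of largest SD (0.285), -0.387 with medians subtracted (0.119), -0.101 with list components (0.784), -0.463 as rho (0.0542), -0.246 with the lymphocyte covariate (0.393), -0.454 without the collagens (0.0612) and -0.394 with array spread and 3' minus 5' covariates (0.107). Leaving out 1 array gave -0.591 to -0.451, and it no longer passed without replicate 8, 11 or 22. Proliferation had -0.650 with list components (0.00184), where 7 of its 20 members rose and 1 fell. The relation of the score thus reversed in that setting, while its called members did not reverse as a set. Proliferation had 0.440 without the 2 farthest arrays (0.0814), 0.140 with the lymphocyte covariate (0.664) and 0.406 with array spread and 3' minus 5' covariates (0.106). With 1 array left out it had 0.466 to 0.562, not passing without replicate 3 (0.0548). In each of these the cause was not tested.

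The number of called genes (1130; 697 rising, 433 falling) became 2211 (1362, 849) with the probe set of largest SD, 681 (327 rising) without cross-hybridising probe sets, where fewer genes were tested, 4645 (2219, 2426) with list components, 453 (329, 124) without the 2 farthest arrays, 2938 (1637, 1301) with the smooth muscle covariate and 1714 (767 falling) with the lymphocyte covariate. Falling genes numbered 287 after quantile normalization, 684 with 3' minus 5' covariates, 782 with the component 1 covariate and 255 without the array of lowest proximal transport score, replicate 24; leaving out 1 array gave 255 (without replicate 24) to 515. The share of called genes that rose, 61.7%, ran from 47.8% (list components) to 72.6% (without the 2 farthest arrays). TPI1 reversed to 0.0556 without cross-hybridising probe sets (adjusted p = 0.787). CD3E and FGF1, not called otherwise, had slopes of -0.29 (0.0382) and 0.54 (0.0428) with the lymphocyte covariate. In all of these the cause was not tested. The median slope of all genes was -0.02, and -0.01 after quantile normalization or median subtraction. Levels, and any change shared by all arrays, cannot be seen in centred values.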

Other observations

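The relations and the random scores in this part were chosen after the results were seen, and so was the use of 24 arrays where replicate 24 stood apart; the tests of explanations were planned. Several pairs of gene groups moved together. Tubular injury and complement scores had r 0.861 (p = 1e-05, adjusted p = 0.00021 over 210 pairs of lists; rho 0.838, p = 1e-05; r 0.816 without the 2 farthest arrays). Endothelial genes and smooth muscle and pericyte genes, which share the vessel wall, had r 0.704 (p = 9e-05, adjusted p = 0.00105; rho 0.732, p = 6e-05; r 0.703). Collecting duct genes and immediate early genes had r 0.657 (p = 0.00038, adjusted p = 0.00328; rho 0.648, p = 0.00062; r 0.654). Among the 24 arrays other than replicate 24, the TGF-beta pathway score had r -0.750 with the proximal transport score (p = 5e-05, adjusted p = 0.000317 over 19 relations of that score; rho -0.734, p = 0.0001; r -0.732). Over the same arrays proliferation had r -0.539 with it (p = 0.00653, adjusted p = 0.0177; rho -0.525, p = 0.00912; r -0.548).

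Several genes with wide spread changed their call with the variance model. CXCL6, a neutrophil chemokine, had a slope of 1.34 ± 0.46 on the matrix score (adjusted p = 0.0651, and 0.00098 without the trend). DIO1, which activates thyroid hormone, had a slope of -1.21 ± 0.49 (adjusted p = 0.118, and 0.00507 without the trend). GPX3 had a slope of -1.08 ± 0.46 (adjusted p = 0.144, and 0.0274). The unadjusted permutation p of r was 7e-05 for CXCL6 (r 0.717), 0.00014 for DIO1 (r -0.648) and 0.00305 for GPX3 (r -0.556). The fit with the trend gave FOSB an SE of 3.17 at an SD of 1.73. Not passing in that fit alone thus does not exclude a relation for such genes. The most alike arrays were replicates 19 and 23, with r 0.736 across genes and a median absolute difference of 0.38.

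Proximal transport scores fell as matrix scores rose, with r -0.583 among 24 arrays, and no biological explanation was tested, since the labels give no disease status. A difference in RNA quality was tested as a candidate explanation: given the 3' minus 5' differences of GAPDH and ACTB the partial r was -0.625 (p = 0.00117, 95% interval -0.828 to -0.276), and given the spike component, as a measure of hybridisation, it was -0.771 (p = 3e-05, interval -0.898 to -0.525), which argues against either as the whole cause. If all other segments and cell types took up a share lost by proximal tubule, their markers would rise alike. Over 24 arrays, however, the loop and distal tubule list had r 0.551 with the proximal transport score (p = 0.00544, adjusted p = 0.0177, interval 0.190 to 0.781). Collecting duct had r 0.203 (p = 0.344). The other 5 lists without separate clusters had r below 0, in line with a lower share: smooth muscle and pericytes -0.407 (p = 0.0478, adjusted p = 0.101; rho -0.324, p = 0.121; r -0.238 without the 2 farthest arrays), erythrocytes -0.350, endothelium -0.308, adipocytes -0.179 and podocytes -0.0636, with adjusted p from 0.101 to 0.766, and within clusters the lymphocyte and plasma cell list had r -0.602 among 18 arrays (p = 0.00877, adjusted p = 0.0351 over 4 relations; rho -0.544, p = 0.0217; r -0.577) and 0.494 among 6 (adjusted p = 0.435), the myeloid list -0.348 among 18 (adjusted p = 0.321) and 0.0786 among 6 (adjusted p = 0.851). The loop list thus argues only against such an even replacement, and only without replicate 24 (r 0.328, permutation p = 0.111 over 25 arrays). A smaller share of all tubule against more of other cells stays open. With the lymphocyte score as a covariate the r of proximal transport with the matrix score was -0.334. Array spread, not taken into account here, had r -0.696 with proximal transport (24 arrays, adjusted p = 0.0173). With the loop list it had r -0.516 (25 arrays, adjusted p = 0.0688).

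Component 1 of all genes moved with control RNA. A difference in hybridisation or labelling between arrays may underlie it: its r with the spike component was -0.680 (p = 0.00011, interval -0.847 to -0.389). With the mean of the hybridisation spikes alone component 1 had r -0.324 (permutation p = 0.113, adjusted p = 0.380, r -0.288 without the 2 farthest arrays), which did not pass. For RNA quality, r with the mean 3' minus 5' difference was -0.107 (p = 0.609, interval -0.482 to 0.301), an interval too wide to decide. Adipocyte and erythrocyte genes, which moved with this component, had r 0.877 (p = 1e-05, rho 0.949) and 0.676 (p = 0.00025, rho 0.667) with the poly-A spikes. With component 1 as a covariate 1580 genes were called, 915 of them among the 1130.

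The 1130 genes associated with the matrix score were compared with permuted scores. Among the real assignment of the score to the arrays and 100 permuted ones, 1 called as many genes, the real one, and the highest of the others called 1 gene. This excludes chance assignment of the score to the arrays and nothing more. Scores of 100 random lists of 30 genes called 0 to 7186 genes (median 2522.5), and 59 of them called at least the 1132 of the full matrix score, so a count of this size was not particular to the matrix list.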
